A study of Hydra vulgaris with 36 samples.

How the data were processed

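RNA was measured in tentacles of the freshwater polyp Hydra vulgaris, strain Hm_105, after RNA interference (RNAi), the lowering of a gene's transcript by small interfering RNA (siRNA). Per the labels' protocols, 20 to 30 animals per treatment were electroporated 3 times with siRNA at 1.35 micromolar, and tentacles were taken 7 days after the last electroporation. Tentacles at their normal position are called original here, and those at other positions ectopic, as in the labels. Per the labels' protocols, tissue was pooled in lysis buffer, cDNA was amplified by SmartSeq2, and libraries were made by Tn5 tagmentation and PCR. These steps add no molecular identifiers that the labels mention, so reads of one gene are not independent molecules, and floors on counts cover counting error only.

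The authors deposited a table of whole-number read counts per gene and library, which was used as deposited and held no normalized values. The aligner, the counting program and the genome build are not stated in the labels or the file header, and neither is the treatment of reads shared between similar genes, overlapping genes or strands. Values of gene family members are therefore uncertain to the extent that their reads can be shared. The table had 22608 genes, of which 2221 had 0 counts in every library. Its gene identifiers are numbers, and 9547 of them (42.2%) matched a gene in a RefSeq gene table of assembly HydraT2T_AEP, used only for names. Among the 14332 genes tested in the divided tentacles, 8898 (62.1%) matched, which is under the 80% needed, so checks of gene length and base composition were void and were not made. Every column of the table was mapped to a sample by its name. The transcripts of Zic4 and Sp5, the genes targeted by RNAi, were not matched by name and are not analysed here, so the depth of each knockdown was not measured.

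The 36 libraries fall into 10 groups. Of these, 25 libraries in 7 groups come from mock, Zic4 RNAi and Sp5 RNAi animals, with original tentacles divided into distal and proximal parts and ectopic tentacles of Sp5 RNAi animals taken whole. The other 11 libraries in 3 groups come from whole original tentacles of mock and Zic4/Sp5 RNAi animals and from ectopic tentacles of the latter. The sets were fitted apart, since each has its own mock libraries and its own handling of tissue. Library totals ran from 2.04 to 13.28 M (mega) counts. All 48 pairs of libraries within a group differed by more than sampling noise, with a chi-square per degree of freedom from 9.34 to 161. Since reads are not independent molecules, separate preparations of 1 sample could also differ in this way. The test therefore cannot show that libraries are independent, and each library was counted as 1 replicate from its label.

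Counts were tested with edgeR 4.0.16 in R 4.3.3. Low counts were filtered with filterByExpr on the groups, which left 14332 genes in the set of divided tentacles and 14826 in the set of whole tentacles. Library sizes were scaled by TMM, dispersions were estimated with group as the only factor, and contrasts were tested with the robust quasi-likelihood fit and its F test. Adjusted p-values are Benjamini-Hochberg values over the genes tested, and a gene is called at an adjusted p under 0.05. Standard errors of log2 fold changes were derived from the F statistic. Levels are TMM-scaled CPM, counts scaled to a common library size of 1 M, and correlations and principal components used log2 CPM with a prior count of 2, the components over the 2000 most variable genes. A gene with at most 3 counts in every library of one arm has no measured fold, so its fold is given as a lower bound against a level of 3 counts. This bound is for the mean of the other arm and not for each of its libraries. Ectopic tentacles of Sp5 RNAi animals were contrasted with the mean of the distal and proximal groups. Differences between the effects in distal and proximal parts were tested as interaction terms.

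Groups, tests, alternatives and the rule for naming genes were fixed before the data were examined. The rule took the members of 3 marker lists and then, among called genes with a mean of at least 10 CPM and no overlap between the groups compared, the 2 with the largest rise and the 2 with the largest fall in each comparison. The lists were taken from knowledge of Hydra and not from these libraries. They held 9 basal disk names, of which 1 matched, 6 tentacle names, of which 4 matched, and 17 head organizer names, of which 11 matched. At least 5 matched genes were needed for a list test, so the head organizer list alone was tested, with limma 3.58.1 fry and, as an alternative, camera, over 6 tested genes in the set of divided tentacles and 10 in the set of whole tentacles. The 4 correlations of fold changes are across genes, which are not independent replicates. Where 2 comparisons share mock libraries, the correlation and the shared calls were also computed in 20 simulations of unchanged groups per part, and, chosen after seeing the data, the correlation in 20 more without the library that lowered it most.

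The alternatives fixed at that point were RLE size factors, no filter, a filter at a mean of 5 CPM, a replicate block, all 36 libraries in a single fit, a fit of the compared groups alone, DESeq2 1.42.0, limma voom with sample quality weights, an absolute log2 fold change of at least 1, leaving out each library in turn, and for correlations Spearman's rho, called genes alone and separate mock libraries. Chosen after seeing the data were a covariate for library complexity (the projection on the first component of the within-group residuals, which held 26.9% of their variance) with and without the block, thinning all libraries to the smallest of the set (2.04 and 7.31 M counts), a head organizer list with a further Wnt gene, and the block with the compared groups alone.

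Replicate numbers are shared between groups in the labels, which do not say what they mark. Of 14 pairs of groups checked, in 1, the ectopic and original tentacles of Zic4/Sp5 RNAi animals, every same-numbered pair deviated together from its group means. The correlations ran from 0.220 to 0.383 over 4 pairs, with a mean of 0.304. For libraries with different numbers they ran from -0.468 to 0.479, with a mean of -0.101. Deviations from a group mean cancel within the group, so the latter mean largely follows from the former and is no separate contrast. The pairing of same-numbered libraries comes from the values and not from a statement in the labels.

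The fits were tested on simulated data with the real means, library sizes and dispersions and 200 changed genes. Of these, 59.5% were recovered among 14332 genes of the set of divided tentacles and 48.5% among 14826 genes of the set of whole tentacles, with 5.56% and 3% false among the genes called. Of genes changed by at least 4-fold, 78.5% and 63.4% were recovered, and a comparison without changed genes gave 0 calls in both sets. In unchanged data, fry gave p under 0.05 for 5 and 4 of 100 random lists of 11 genes. All simulated data were drawn independently for each gene. They lack variation shared between genes, such as that of library complexity, and can understate false calls. Figures were drawn with matplotlib 3.10.9.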

Results

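Gene expression was compared between mock-treated tentacles of Hydra and tentacles of animals treated with siRNA against the transcription factors Zic4, Sp5 or both. The title of the series names tentacle formation and a change of epithelial cell identity under the control of Zic4 as its subject. Original tentacles were divided into distal and proximal parts in mock (n = 4 each), Zic4 RNAi (n = 4 each) and Sp5 RNAi animals (n = 3 each), and ectopic tentacles of Sp5 RNAi animals were taken whole (n = 3). A second set held whole original tentacles of mock animals (n = 3), whole original tentacles of Zic4/Sp5 RNAi animals (n = 4) and ectopic tentacles of the latter (n = 4).

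Depth differed between groups. Totals were 2.04 to 6.85 M counts in mock distal parts, 2.39 to 8.79 M in mock proximal parts, 5.02 to 7.56 M in Zic4 RNAi distal parts, 6.91 to 10.59 M in Zic4 RNAi proximal parts, 6.11 to 8.17 M in Sp5 RNAi distal parts, 2.57 to 3.22 M in Sp5 RNAi proximal parts and 6.33 to 7.70 M in Sp5 RNAi ectopic tentacles. In the set of whole tentacles they were 10.65 to 11.73 M in mock, 7.31 to 13.28 M in Zic4/Sp5 RNAi original and 8.57 to 12.77 M in Zic4/Sp5 RNAi ectopic tentacles. In mock proximal parts, the 10 most abundant genes took 20.9% ± 2.72 (SD, n = 4) of the counts and 10028 ± 1529 genes reached 10 counts. In mock distal parts the corresponding values were 14.9% ± 2.04 (SD, n = 4) and 11634 ± 1637 genes. TMM factors of the mock proximal libraries, 0.541 to 0.777, lay below those of all other libraries except Sp5 RNAi proximal replicate 1, at 0.753.

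**Figure D1:**
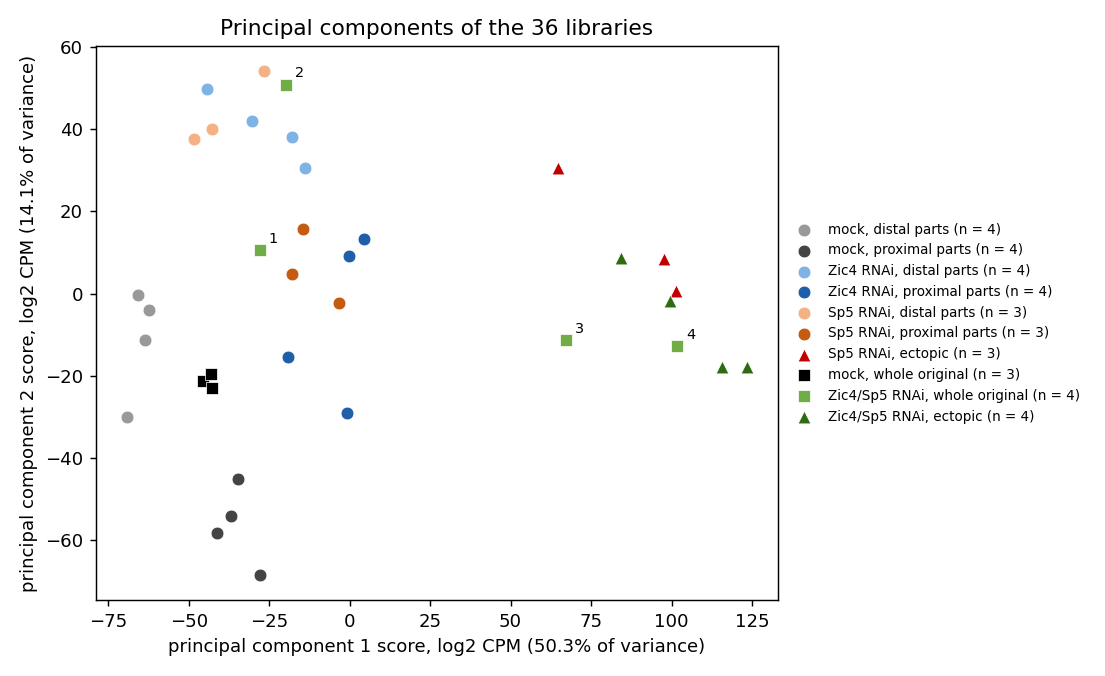
Scores of the 36 libraries on the first 2 principal components of log2 CPM over the 2000 most variable genes, with 50.3% and 14.1% of the variance on the horizontal and vertical axes, coloured by group, and with replicate numbers beside the 4 Zic4/Sp5 RNAi original libraries. Ectopic tentacles of both treatments lie at the right, and of the Zic4/Sp5 RNAi original libraries replicates 3 and 4 lie near them while 1 and 2 lie on the side of the mock libraries.

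On the principal components, ectopic tentacles of both treatments separated from all mock libraries along the first. The 4 Zic4/Sp5 RNAi original libraries did not group. Across genes, the mean correlation of log2 CPM with the ectopic libraries was 0.773, 0.798, 0.913 and 0.960 for replicates 1 to 4, and that with the mock libraries was 0.894, 0.914, 0.844 and 0.809.

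Distal and proximal parts of mock tentacles were compared first, as the background of the RNAi effects along the tentacle. Of 14332 genes, 4221 were called, 2274 higher and 1947 lower in distal parts. The count ranged from 2886 without mock distal replicate 1 to 5270 without mock distal replicate 4. The alternative that moved it most was a fit of these 8 libraries alone, with 1981 genes. With the complexity covariate, chosen after seeing the data, the count was 2441, with 1099 higher and 1342 lower. The excess of higher genes therefore depended on that setting. A complexity axis taken from libraries outside this comparison correlated across genes with the fold changes at 0.621. Library complexity may thus account for part of the count. LOC105846314 had 32.5 ± 15.4 CPM (SD, n = 4) in distal and 1.07 ± 1.69 CPM (SD, n = 4) in proximal parts (edgeR adjusted p 7.01e-05), and LOC105845851 was at least 9.17-fold higher in distal parts (edgeR adjusted p 0.00396, 0.0539 under voom). LOC100201633 had 2.02 ± 1.73 CPM (SD, n = 4) in distal and 1810 ± 1663 CPM (SD, n = 4) in proximal parts, a log2 fold change of -10.09 with a standard error of 1.82 (edgeR adjusted p 0.000570). The gene with identifier 100201060, without a matched name, had 0 counts in all distal libraries and was at least 24.5-fold lower there (edgeR adjusted p 0.00642). It lost its call with the complexity covariate, at an adjusted p of 0.0744. Of the 11 marker genes tested, 5 were called. In distal parts hywnt5a was higher (log2 fold change 1.51, SE 0.24, edgeR adjusted p 0.000117), as was ctnnb1 (1.02, edgeR adjusted p 0.0153). Lower there were hywnt7 (-4.65, edgeR adjusted p 0.00996, 0.0966 under voom), LOC100201806, matched as Alx (-1.06, edgeR adjusted p 0.0105, 0.0540 with the complexity covariate), and LOC100203975, matched as annexin XII (-1.70, edgeR adjusted p 0.00284). The call of ctnnb1 was lost in the fit of these 8 libraries alone (0.0772), with the complexity covariate (0.284) and without replicate 3 of either part (0.0912 and 0.0559).

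Zic4 RNAi was compared with mock in each part to ask which transcripts depend on Zic4 in tentacles that keep their position. In distal parts 522 genes were called, 332 higher and 190 lower. Leaving out 1 library gave from 290 genes (without mock distal replicate 2, and also without mock distal replicate 4) to 604 (without mock distal replicate 3), and 332 without Zic4 distal replicate 2. LOC100199661 had 65.1 ± 39.04 CPM (SD, n = 4) after Zic4 RNAi and 0 counts in the 4 mock libraries, at least 41.1-fold higher (edgeR adjusted p 0.00466, 0.0807 under voom). LOC100204479 had 58.7 ± 64.9 CPM (SD, n = 4) and 0 counts in mock, at least 37.1-fold higher (edgeR adjusted p 0.00996, 0.191 under voom, 0.0526 with the complexity covariate and the replicate block). The gene with identifier 105845955 fell from 697 ± 416 to 110 ± 58.0 CPM (SD, n = 4 each), a log2 fold change of -2.67 with a standard error of 0.52 (edgeR adjusted p 0.00327). LOC105845617 fell from 157 ± 89.8 to 4.70 ± 6.86 CPM (SD, n = 4 each, log2 fold change -5.01, SE 1.15, edgeR adjusted p 0.0182). Its call was lost without mock distal replicate 4 (0.0531), Zic4 distal replicate 3 (0.0519) or Zic4 distal replicate 4 (0.0628).

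In proximal parts 4766 genes were called after Zic4 RNAi, 2534 higher and 2232 lower. The range over fits without 1 library was 3620 to 5622 genes. With a covariate for library complexity, chosen after seeing the data, the count was 2277. LOC105845617 fell here too, from 101 ± 101 to 1.02 ± 1.203 CPM (SD, n = 4 each, log2 fold change -6.48, SE 1.28, edgeR adjusted p 0.000944). The gene with identifier 105846696 fell from 39.3 ± 31.3 to 0.988 ± 0.911 CPM (SD, n = 4 each, edgeR adjusted p 0.000285). LOC100202039 had 40.9 ± 45.4 CPM (SD, n = 4), with 1.94 CPM in the lowest library, and its mean was at least 19.2-fold higher (edgeR adjusted p 0.000411). LOC100200988 had 46.7 ± 53.5 CPM (SD, n = 4), with 2.97 CPM in the lowest library, and its mean was at least 21.9-fold higher (edgeR adjusted p 0.0140). Its call was lost under voom (0.0823) and with the complexity covariate (0.313). In both parts 356 genes were called, 350 of them in the same direction, where 173.6 would be shared if the calls were independent. Across 14332 genes the log2 fold changes of the 2 parts, which have separate mock libraries, correlated with r = 0.519. The interaction term called 545 genes, 174 with a higher and 371 with a lower log2 fold change in distal parts. That count was 46, 188 and 1470 without mock distal replicate 1, 3 and 4, and 79, 175 and 1401 without mock proximal replicate 2, 3 and 4. It was 61 without Zic4 distal replicate 4, 279, 157 and 240 without Zic4 proximal replicate 1, 2 and 3, and 63 in a fit of the 16 libraries alone. It was 763 without mock proximal replicate 1, with 388 higher and 375 lower, so the excess of lower genes depended on that library.

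**Figure D2:**
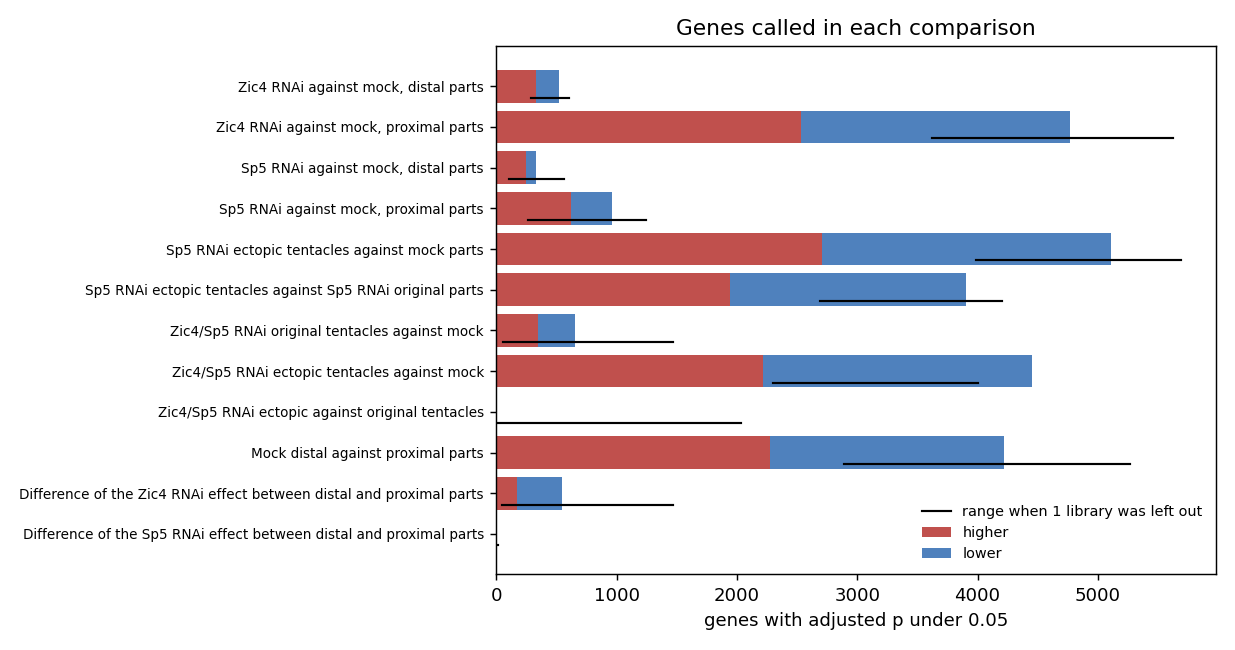
Number of genes with an edgeR adjusted p under 0.05 in each of the 12 comparisons, split into higher (red) and lower (blue), with a black line for the range of the count when 1 library was left out. The horizontal axis is the number of genes, from 0 for ectopic against original tentacles of Zic4/Sp5 RNAi animals to 5111 for Sp5 RNAi ectopic tentacles against mock parts.

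Sp5 RNAi was compared with mock in the same way, with 3 libraries against 4. In distal parts 328 genes were called, 242 higher and 86 lower. The count fell to 103 without Sp5 distal replicate 3, 182 without mock distal replicate 2, 185 without mock distal replicate 4 and 206 without Sp5 distal replicate 1, and rose to 562 without mock distal replicate 1. LOC100207091 fell from 900 ± 548 CPM (SD, n = 4) to 90.6 ± 31.2 CPM (SD, n = 3), a log2 fold change of -3.31 with a standard error of 0.53 (edgeR adjusted p 0.000804). LOC101236405 fell from 28.9 ± 14.7 (SD, n = 4) to 3.36 ± 1.77 CPM (SD, n = 3, edgeR adjusted p 0.0111), a call lost without Sp5 distal replicate 2 (0.0561) or 3 (0.104). LOC100199661, which had 0 counts in mock, was at least 38.1-fold higher (edgeR adjusted p 0.00728, 0.0663 under voom), and LOC100214927 at least 24.7-fold higher (edgeR adjusted p 0.0147, 0.0772 under voom, 0.0725 without Sp5 distal replicate 3).

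In proximal parts 958 genes were called after Sp5 RNAi, 619 higher and 339 lower. The count was 261 without Sp5 proximal replicate 3, 380 without mock proximal replicate 2, 529 without Sp5 proximal replicate 2, 613 without mock proximal replicate 3 and 1243 without mock proximal replicate 4. It was 1112 without mock proximal replicate 1, with 539 higher and 573 lower, so the excess of higher genes depended on that library. The gene with identifier 100202054 rose from 1.36 ± 1.96 CPM (SD, n = 4) to 780 ± 573 CPM (SD, n = 3), a log2 fold change of 9.58 with a standard error of 1.27 (edgeR adjusted p 0.000249). LOC105843489 was at least 18.7-fold higher (edgeR adjusted p 0.00581). LOC100200105 fell from 348 ± 227 (SD, n = 4) to 11.7 ± 5.04 CPM (SD, n = 3, edgeR adjusted p 0.000260), and the gene with identifier 105848635 from 18.0 ± 8.99 (SD, n = 4) to 0.817 ± 0.420 CPM (SD, n = 3, edgeR adjusted p 0.00746). In both parts 161 genes were called, all 161 in the same direction, where 21.9 would be shared by independent calls. The interaction term called 2 genes, with identifiers 101239783 and 101235762, whose log2 fold changes were lower in distal parts by a difference of -4.39 and -3.98 (edgeR adjusted p 0.0395 for each). At an unadjusted p under 0.05 there were 1313. The count stayed at 2 without Sp5 proximal replicate 2, with the same 2 genes. It was also 2 without Sp5 distal replicate 1, but only 1 of the genes was the same. It was 6 without mock distal replicate 4 and 11 without mock proximal replicate 1, and was 0 without any other library of the 4 groups.

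The Zic4 and Sp5 effects were set against each other within each part, where both share the mock libraries. The correlation across genes was 0.732 in distal parts, against 0.510 on average (0.496 to 0.526) in 20 simulations of unchanged groups with the same controls. In proximal parts it was 0.697, against 0.491 (0.472 to 0.526). Without Sp5 proximal replicate 3 it was 0.511, against 0.402 on average (0.378 to 0.431) in simulations without that library. With separate mock libraries for each treatment, which removes the shared control, it was 0.429 and 0.388. The simulations drew genes independently, so variation shared between genes, such as that of library complexity, is absent from them. Their ranges may therefore be too low or too narrow for the real libraries. Both treatments called 187 genes in distal parts, all 187 in the same direction, and 789 in proximal parts, 786 in the same direction. The simulations shared 0 genes, and at most 1 gene was called per comparison in any of them, so they give no measure for this overlap. These 2 effects were not tested for a difference.

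Ectopic tentacles of Sp5 RNAi animals were compared with mock parts and with original parts of the same treatment. Against mock, 5111 genes were called, 2710 higher and 2401 lower, and leaving out 1 library gave 3991 to 5694. LOC100207091 fell from 870 ± 523 CPM (SD, n = 8) to 3.10 ± 1.62 CPM (SD, n = 3), a log2 fold change of -8.12 with a standard error of 0.68 (edgeR adjusted p 3.12e-09). LOC105845617 had 129 ± 93.5 CPM (SD, n = 8) in mock and 0 counts in the 3 ectopic libraries, at least 275-fold lower (edgeR adjusted p 0.000251). LOC100202039 had 467 ± 110 CPM (SD, n = 3) and was at least 219-fold higher (edgeR adjusted p 3.27e-08), and the gene with identifier 105843313 was at least 45.7-fold higher (edgeR adjusted p 3.45e-05). Against original parts of Sp5 RNAi animals, 3906 genes were called, 1945 higher and 1961 lower, with a range of 2694 to 4207. LOC100198792 had 104 ± 0.952 CPM (SD, n = 3) in ectopic tentacles and 0 counts in the 6 libraries of divided tentacles, at least 84.0-fold higher (edgeR adjusted p 3.91e-09), and LOC101238078 was at least 32.0-fold higher (edgeR adjusted p 2.81e-06, 0.136 under DESeq2). LOC105845617 was at least 53.1-fold lower (edgeR adjusted p 0.00362) and LOC105850908 at least 55.8-fold lower (edgeR adjusted p 1.16e-05).

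**Figure D3:**
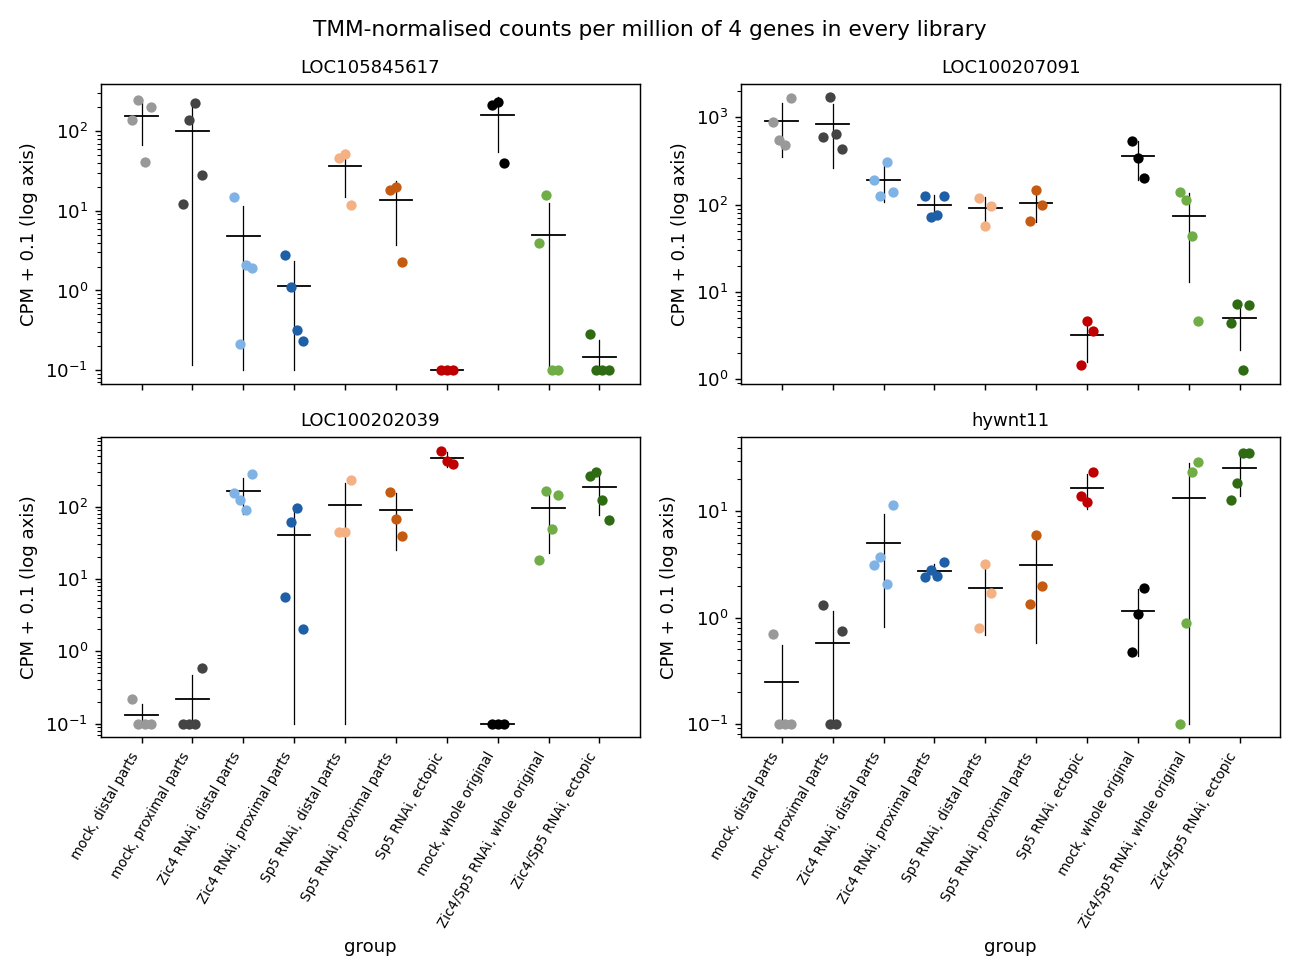
TMM-scaled CPM plus 0.1, on a log axis, of LOC105845617, LOC100207091, LOC100202039 and hywnt11 in each library, grouped on the horizontal axis, with a horizontal bar at the group mean and a vertical line of 1 SD, drawn no lower than 0.1. LOC105845617 was at 0 counts in the 3 Sp5 RNAi ectopic libraries, and LOC100202039 had at most 3 counts in every mock library of the divided tentacles.

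In whole tentacles, Zic4/Sp5 RNAi original tentacles differed from mock by 651 of 14826 genes, 350 higher and 301 lower. This count rested on single libraries. It was 56, 143 and 103 without mock original replicate 1, 2 and 3, and 1162, 1467, 287 and 409 without Zic4/Sp5 RNAi original replicate 1, 2, 3 and 4. The split moved with the method, with 1207 higher and 669 lower under DESeq2 and 1631 higher and 2039 lower under voom. LOC100212027 had 164 ± 125 CPM (SD, n = 4) and 0 counts in mock, at least 547-fold higher (edgeR adjusted p 0.00382). LOC100213900 was at least 699-fold higher (edgeR adjusted p 0.0116), a call lost in a fit of the compared groups alone (0.0651) and without mock original replicate 1 (0.0585) or 3 (0.0501). The gene with identifier 100209558 fell from 181 ± 46.8 (SD, n = 3) to 10.2 ± 14.1 CPM (SD, n = 4, edgeR adjusted p 0.0396) and LOC100214959 from 48.6 ± 11.1 (SD, n = 3) to 5.62 ± 3.58 CPM (SD, n = 4, edgeR adjusted p 0.0324). Both calls were lost in a fit of the compared groups alone (0.134 and 0.0629) and without any of the 3 mock libraries, at adjusted p from 0.0870 to 0.138. Both were also lost without Zic4/Sp5 RNAi original replicate 3 (0.0911 and 0.0805), the former without a filter (0.0653) and without original replicate 1 (0.0566), and the latter with the replicate block (0.0827). Across 14092 genes tested in both sets, the Zic4 RNAi effect in proximal parts and this effect, which share no library, correlated with r = 0.396, and 377 genes were called in both, 345 in the same direction, where 215.8 would be shared by independent calls. The other comparisons of original tentacles shared fewer genes with it but more relative to independence. Zic4 RNAi distal parts shared 186, 185 in the same direction, where 23.6 would be shared by independent calls, Sp5 RNAi distal parts 117, all 117 in the same direction, against 14.6, and Sp5 RNAi proximal parts 177, 176 in the same direction, against 43.3.

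Ectopic tentacles of Zic4/Sp5 RNAi animals differed from mock by 4449 genes, 2220 higher and 2229 lower. The count was 2297, 2444 and 2650 without mock original replicate 1, 2 and 3, 2884 without Zic4/Sp5 RNAi ectopic replicate 3, and at most 4001 in the remaining fits without 1 library. LOC100212027 was at least 909-fold higher (edgeR adjusted p 0.000758) and LOC100213900 at least 1006-fold higher (edgeR adjusted p 0.00257). LOC105845617 was at least 459-fold lower (edgeR adjusted p 0.00361), and the gene with identifier 100202099 fell from 1239 ± 432 (SD, n = 3) to 6.02 ± 8.501 CPM (SD, n = 4), a log2 fold change of -7.70 with a standard error of 1.67 (edgeR adjusted p 0.00809). With the ectopic tentacles of Sp5 RNAi animals, tested in other libraries, 2829 called genes were shared, 2814 in the same direction, where 1523 would be shared by independent calls.

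Between ectopic and original tentacles of Zic4/Sp5 RNAi animals 0 genes were called, with 3032 at an unadjusted p under 0.05 and a smallest adjusted p of 0.0989. Without Zic4/Sp5 RNAi original replicate 4, 2037 genes were called, 792 higher and 1245 lower in ectopic tentacles. A fit of all 36 libraries called 904, 90 higher and 814 lower, and DESeq2 called 1300, 336 higher and 964 lower. With the replicate block the count was 0.

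The head organizer list, with 6 genes tested in parts and 10 in whole tentacles, was tested in 7 comparisons against mock, and its p-values were adjusted over these 7. After Zic4 RNAi, 4 of 6 genes were higher in distal parts (median log2 fold change 1.92, or 0.34 with floored genes at their bounds, limma fry adjusted p 0.00895), while LOC100209110, with 0 counts in mock and at most 6 in a Zic4 RNAi library, was not measurably higher. In proximal parts 5 of 6 were higher (median 1.79, bounded 1.01, fry adjusted p 0.00206). In Sp5 RNAi ectopic tentacles 5 of 6 were higher (median 1.79, bounded 0.73, fry adjusted p 0.00149), hywnt7 only in the contrast with the mean of the log2 levels of both parts, since its mean was 5.60 CPM against 8.24 CPM in mock. In Zic4/Sp5 RNAi ectopic tentacles 10 of 10 were higher (median 6.70, bounded 4.57, fry adjusted p 0.0129). The list did not pass the threshold after Sp5 RNAi in distal (median 1.04, bounded 1.81 over 5 genes, fry adjusted p 0.0782) or proximal parts (median 0.36, bounded 0.80 over 5 genes, fry adjusted p 0.111), nor in Zic4/Sp5 RNAi original tentacles (10 of 10 higher, median 4.85, bounded 3.63, fry adjusted p 0.0503). Without Zic4 distal replicate 2 the median in Zic4 RNAi distal parts was 0.52. In Sp5 RNAi proximal parts it was 0.17, 0.14 and 1.09 without mock proximal replicate 2, 3 and 4, and 0.60, 0.59 and 0.09 without Sp5 proximal replicate 1, 2 and 3. In Sp5 RNAi ectopic tentacles 4 of 6 genes were higher without mock proximal replicate 3 or Sp5 ectopic replicate 3. The Zic4/Sp5 RNAi original result passed without Zic4/Sp5 RNAi original replicate 2, at 0.00291, and the proximal Sp5 RNAi result without mock proximal replicate 4, at 0.0419. Under camera, the calls in Zic4 RNAi distal parts and Zic4/Sp5 RNAi ectopic tentacles held.

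Among the matched members of all 3 lists, 11 genes in the set of divided tentacles and 15 in that of whole tentacles, the numbers called when p was adjusted over the list alone were 3 in Zic4 RNAi distal parts, 3 in Zic4 RNAi proximal parts, 4 in Sp5 RNAi distal parts, 1 in Sp5 RNAi proximal parts, 8 in Sp5 RNAi ectopic tentacles, 7 in Zic4/Sp5 RNAi original and 11 in Zic4/Sp5 RNAi ectopic tentacles. Over all genes tested these numbers were 2, 3, 0, 1, 8, 2 and 10. Leaving out mock original replicate 1, 2 or 3 took the call from all of the 10 except LOC100201806 and hywnt9/10c. Each of these omissions also took both calls in Zic4/Sp5 RNAi original tentacles. All 3 calls in Zic4 RNAi proximal parts were lost with the complexity covariate, at edgeR adjusted p from 0.0533 to 0.124. The gene hywnt11 rose from 0.309 ± 0.466 CPM (SD, n = 8) in mock parts to 16.5 ± 6.001 CPM (SD, n = 3) in Sp5 RNAi ectopic tentacles (log2 fold change 5.52, SE 0.62, edgeR adjusted p 1.39e-07), and from 0.149 ± 0.298 to 4.99 ± 4.28 CPM (SD, n = 4 each) after Zic4 RNAi in distal parts (log2 fold change 4.38, SE 0.82, edgeR adjusted p 0.00224). LOC100201806, matched as Alx of the tentacle list, fell from 54.6 ± 24.6 (SD, n = 8) to 6.09 ± 0.346 CPM (SD, n = 3) in Sp5 RNAi ectopic tentacles (log2 fold change -3.06, SE 0.35, edgeR adjusted p 1.90e-07) and from 113 ± 20.0 (SD, n = 3) to 18.2 ± 5.996 CPM (SD, n = 4) in Zic4/Sp5 RNAi ectopic tentacles (log2 fold change -2.64, SE 0.44, edgeR adjusted p 0.00298). LOC100203975, matched as annexin XII, fell from 11988 ± 5385 to 3123 ± 426 CPM (SD, n = 4 each) after Zic4 RNAi in proximal parts (edgeR adjusted p 0.000790, 0.0533 with the complexity covariate). LOC100214228, matched as NK-2 of the basal disk list, rose from 0.196 ± 0.261 (SD, n = 8) to 2.39 ± 0.564 CPM (SD, n = 3) in Sp5 RNAi ectopic tentacles (log2 fold change 3.59, SE 0.89, edgeR adjusted p 0.00269). In Zic4/Sp5 RNAi ectopic tentacles it was at least 9.19-fold higher (edgeR adjusted p 0.0159), a call lost without any of the 3 mock libraries, at 0.0538 to 0.0695. In original tentacles it was not called after any RNAi treatment, at edgeR adjusted p from 0.258 to 0.696. No library in those comparisons had over 10 counts. After Zic4 RNAi it was not higher, with 0.0537 CPM in distal parts against 0.352 CPM in mock and 0 counts in proximal parts.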

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

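The tests on complexity and depth in this part were chosen only after the interaction counts were seen, and the counts of regrouped libraries were read before their predictions were written down. The number of regroupings was raised from 40 to 100 after the first counts were known.

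The effect of Zic4 RNAi differed between distal and proximal parts in a test of the difference itself, with 545 genes. Of these, 511 were called in proximal and 37 in distal parts, 502 had the larger fold change in proximal parts, and 193 had fold changes of opposite sign in the 2 parts. At least 545 genes were called in 4 of 100 drawn splits, the real one included, and all 4 were among the first 40 drawn, so the evidence against regrouping is borderline. These splits move libraries among 4 groups with large differences of their own. The mock proximal libraries had a low complexity score, -1.33 ± 1.01 (SD, n = 4), against 0.06 ± 1.39 (SD, n = 4) in mock distal parts. The complexity axis taken from libraries outside the comparison correlated across genes with the proximal fold changes at 0.550 and with the distal ones at 0.126, so low complexity may account for part of the larger number of calls in proximal parts. It is argued against as the whole cause, since with the score as a covariate 2277 genes were called in proximal parts, over 1.5 times the 606 in distal parts. Library size is argued against as well, since with all libraries thinned to 1 size 4063 proximal genes were called, against 456 distal ones. Of the 545 genes, 171 were also called with the covariate, and for these a linear effect of the score is argued against as the whole cause. Other effects of complexity on these genes were not tested. For the other 374 complexity cannot be told apart from a true difference between the parts, since the score is itself lower in the mock proximal group and takes up part of that difference. A different dependence on Zic4 in the proximal part of the tentacle remains an open explanation. Of the 545 genes, 500 were called in proximal but not in distal parts, so the sign in distal parts is mostly that of an uncalled fold change, and opposite effects were not tested. The count also rested on single libraries, at 46 without mock distal replicate 1.

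For Sp5 RNAi the same test called 2 genes, with 1313 at an unadjusted p under 0.05. Of 100 drawn splits, the real one included, 14 gave at least 2 genes, and 5 of the first 40 did, so this count is not set apart from regrouped libraries. It was 0 in the thinned counts and without most single libraries, mock distal replicate 1 among them. Other settings raised it, to 22 under DESeq2, 105 under voom, 29 with the complexity covariate and 11 without mock proximal replicate 1. No biological explanation was pursued.

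Single libraries stood apart from the other 3 of their group in 7 of 61 groups tested, where 3.05 are expected by chance. Of the 7, 5 came from the 6 groups with at most 3 counts in every library, where a single count sets the order. In these, LOC100202039 was at 0.488 CPM in mock proximal replicate 4 and at 0.119 CPM in mock distal replicate 1, LOC105843489 at 0.710 CPM in mock proximal replicate 3 and LOC105845617 at 0.184 CPM in Zic4/Sp5 RNAi ectopic replicate 1, each against 0 in the other 3 libraries, and LOC105845851 at 1.42 CPM in mock proximal replicate 3 against 0.325 to 0.409. They were not weighed further at this depth. Leaving these 6 groups aside leaves 2 of the 7.

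Zic4 RNAi proximal replicate 1 had 10.59 M counts, against 6.91 to 7.45 M in the other 3. LOC101236405 had 6.92 CPM in mock distal replicate 1 against 34.7 to 38.5 CPM in the other 3 mock distal libraries. No biological explanation was tested for either. Without mock distal replicate 1 the number of genes called in distal parts rose from 328 to 562 for Sp5 RNAi and fell from 522 to 422 for Zic4 RNAi, and the cause was not tested.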

How the results depend on the processing

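The complexity covariate, the thinning of counts, the widened list and the block with the compared groups alone were chosen after seeing the data, and the number of regroupings drawn for the larger designs was raised from 40 to 100 after the first numbers were seen. In the counts of called genes, 4 settings left all 12 within 1.5 times: RLE size factors, no filter, the filter at a mean of 5 CPM, and an absolute log2 fold change of at least 1.

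In the fit of the compared groups alone, 7 of 12 counts moved: Zic4 RNAi distal 253, Sp5 RNAi distal 180, Sp5 RNAi proximal 302, Zic4/Sp5 RNAi original 75, mock distal against proximal 1981, the Zic4 interaction 63 and the Sp5 interaction 0. This setting has fewer samples to estimate the spread from. In 1 fit of all 36 libraries the counts were 1379 for Zic4/Sp5 RNAi original tentacles, 904 for ectopic against original tentacles, where the set alone gave 0, and 836 for the Zic4 interaction. DESeq2 gave 601 for Sp5 RNAi distal, 1469 for Sp5 RNAi proximal, 1876 for Zic4/Sp5 RNAi original, 1300 for ectopic against original, 1109 for the Zic4 and 22 for the Sp5 interaction. Voom with sample quality weights gave 303 for Zic4 RNAi distal, 2748 for Sp5 RNAi proximal, 6753 for Sp5 RNAi ectopic against original parts, 3670 for Zic4/Sp5 RNAi original, 7841 for Zic4/Sp5 RNAi ectopic against mock, 2260 for the Zic4 and 105 for the Sp5 interaction. For these settings the cause was not tested.

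With the complexity covariate the counts that moved were 2277 for Zic4 RNAi proximal, 2441 for mock distal against proximal, 195 for the Zic4 and 29 for the Sp5 interaction. With the covariate and the replicate block together they were 2477, 2470, 228 and 12. Thinned to the smallest library, the Zic4 interaction had 263 genes and the Sp5 interaction 0, so part of these interaction calls rested on the depth of the larger libraries. Sp5 RNAi proximal parts had 2.57 to 3.22 M counts, which may limit what their comparisons can detect. Depth alone does not account for fewer calls there than in Zic4 RNAi proximal parts. With all libraries thinned to 2.04 M counts, 779 genes were called in the former and 4063 in the latter. With the complexity covariate the gap was smaller, at 1239 and 2277 genes, so library complexity may account for part of it. The mean complexity score was -0.58 in Sp5 RNAi, 0.44 in Zic4 RNAi and -1.33 in mock proximal parts. Sp5 RNAi proximal parts also had 3 libraries, against 4 for Zic4 RNAi.

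With the replicate block alone, the counts were 512 for Sp5 RNAi proximal, 335 for Zic4/Sp5 RNAi original, 348 for the Zic4 and 0 for the Sp5 interaction, and no other count moved by over 1.5 times. In ectopic and original tentacles of Zic4/Sp5 RNAi animals, the block left the count at 0 in the set and in the groups compared alone. In no other pair of groups checked did every same-numbered pair deviate together. This does not show that same-numbered libraries are unrelated, since the labels do not say what the numbers mark. In mock distal and proximal parts, same-numbered libraries correlated from -0.558 to 0.00712. No list test changed its call with the block.

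Leaving out 1 library gave from 290 to 604 genes for Zic4 RNAi distal, 3620 to 5622 for Zic4 RNAi proximal, 103 to 562 for Sp5 RNAi distal and 261 to 1243 for Sp5 RNAi proximal parts. It gave from 3991 to 5694 for Sp5 RNAi ectopic tentacles against mock and from 2694 to 4207 against original parts. In whole tentacles the ranges were 56 to 1467 for Zic4/Sp5 RNAi original and 2297 to 4001 for ectopic tentacles against mock, and 0 to 2037 for ectopic against original, the upper value without Zic4/Sp5 RNAi original replicate 4. For mock distal against proximal it was 2886 to 5270, for the Zic4 interaction 46 to 1470 and for the Sp5 interaction 0 to 11.

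The correlation of Zic4 RNAi effects between parts, 0.519, was 0.590 over called genes, 0.562 as Spearman's rho, 0.574 with the strict filter, 0.568 with the complexity covariate, and 0.411 to 0.578 without 1 library. That of Zic4 and Sp5 RNAi in distal parts, 0.732, was 0.902, 0.557 and 0.789 under the first 3 of these, 0.429 with separate mock libraries, and 0.626 to 0.775 without 1 library. In proximal parts, 0.697 became 0.815 over called genes, 0.388 with separate mock libraries, and 0.511 to 0.787 without 1 library. The lowest values of these last 2 correlations, without Sp5 distal replicate 3 and without Sp5 proximal replicate 3, compare with 0.410 to 0.470 and 0.378 to 0.431 in 20 simulations each of unchanged groups without the same library. These simulations also lack variation shared between genes. That of Zic4 RNAi proximal and Zic4/Sp5 RNAi original tentacles, 0.396, was 0.513, 0.361, 0.425 and 0.494 under the 4 settings named first, and 0.334 to 0.425 without 1 library.

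For the head organizer list, camera took Zic4 RNAi proximal parts to 0.0908 and Sp5 RNAi ectopic tentacles to 0.108, and Zic4/Sp5 RNAi original tentacles to 0.00108. Camera sets each list against the other genes, which fry does not. Adjusted p without 1 library ran from 0.0419 to 0.321 for Sp5 RNAi proximal parts and from 0.00291 to 0.111 for Zic4/Sp5 RNAi original tentacles, each crossing the threshold in 1 fit. A further Wnt gene, whose synonym is Wnt3a, changed no call. It moved the median log2 fold change by over 1.5 times in 4 comparisons. The medians became 0.42 in Zic4 RNAi distal, 0.26 in Sp5 RNAi distal and -0.09 in Sp5 RNAi proximal parts, and 0.76 in Sp5 RNAi ectopic tentacles. The gene itself was higher in no comparison of the set of divided tentacles and in both of the set of whole tentacles. With it, the fry adjusted p in Sp5 RNAi proximal parts was 0.667. The name Wnt3 of the list was not matched.

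RLE moved the share of higher genes by at most 5.03 percentage points, in Zic4/Sp5 RNAi original tentacles, and the median log2 fold change of all genes by at most 0.03. Of the 67 single-gene results behind the text, 34 kept their call under every alternative run, 5 lost it only when a library was left out and 28 under another alternative as well or instead. Over all alternatives, 1087 gene values kept their call, 144 lost it and 0 reversed direction.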

Other observations

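All tests in this part were chosen after the pattern was seen, and the outcome of the label test was not known when its prediction was written.

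The regrouping of libraries was counted for each comparison by refitting the model on other splits of the same libraries. The real split alone reached its count in 1 of 35 splits for Zic4 RNAi distal and for Zic4 RNAi proximal parts, where the next highest counts were 67 and 288, and in 1 of 35 for Zic4/Sp5 RNAi ectopic tentacles against mock, where every other split gave 0. In the comparisons of Sp5 RNAi ectopic tentacles with mock parts and with Sp5 RNAi parts, the real split alone reached its count, 1 of 100 drawn splits in each, and the next highest counts were 4411 and 3200. Both of those splits kept the 3 ectopic libraries together and regrouped only the others, so they still hold the ectopic contrast. For 4 comparisons 2 of 35 splits did, a share of 5.71%. In Sp5 RNAi distal parts the other split, with 353 genes, placed mock distal replicate 1 with the Sp5 RNAi libraries. In Sp5 RNAi proximal parts, with 1070 genes, mock proximal replicate 4 changed places with Sp5 proximal replicate 1. In Zic4/Sp5 RNAi original tentacles, with 1126 genes, replicate 2 joined the mock libraries. In mock distal against proximal parts, with 4891 genes, the libraries numbered 4 changed places. These 4 counts of calls are therefore not set apart from regrouped libraries at a share of 0.05, and other splits had a median of 0 calls in each. For ectopic against original tentacles of Zic4/Sp5 RNAi animals all 35 splits reach a count of 0 whatever the data, 8 of them parting every same-numbered pair. With original replicate 4 among the ectopic libraries and ectopic replicate 2 among the original ones 505 genes were called, the only split of the 35 with any call.

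Trading the labels of mock distal replicate 4 and mock proximal replicate 4 gave more genes than the labels as given, which a swap of the 2 samples could produce. On 408 genes that differed alike between distal and proximal parts of both Zic4 and Sp5 RNAi animals, mock distal replicate 4 lay 82.5% of the way from the other mock proximal to the other mock distal libraries, and mock proximal replicate 4 lay at 8.13%. Each was close to the libraries of its own label, which argues against a swap. Mock distal replicate 4 had the smallest total of all 36 libraries, 2.04 M counts.

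The 4 original libraries of Zic4/Sp5 RNAi animals lay at different distances between mock and ectopic tentacles. On 485 genes at least 8-fold higher and 239 at least 8-fold lower in ectopic tentacles, the median moves from mock towards ectopic were 3.49% and 40.7% in replicate 1, 1.78% and 44.1% in replicate 2, 33.4% and 84.3% in replicate 3, and 69.9% and 100.3% in replicate 4. A mixture with ectopic tissue would move both kinds of genes by its share. The median move it would need on the higher genes was set low, with the ectopic library lowest in these genes as its source and with the highest mock median, 10.1%, taken off the move of the lower genes. It was 16.2%, 18.0% and 39.2% in replicates 1 to 3. Over 2000 draws of genes, the central 95% of the need less the observed median ran from 6.49 to 16.5 percentage points in replicate 1, from 12.1 to 18.8 in replicate 2 and from -0.0551 to 10.99 in replicate 3. These intervals treat genes as independent, which they are not. Mixing is therefore argued against as the whole of the pattern in replicates 1 and 2, while in replicate 3 it cannot be told apart from a partial change of the tissue itself, since the interval reaches 0. For replicate 4 both medians lie within the range of the ectopic libraries, 52.8% to 158.7% and 97.9% to 105.4%, so an ectopic sample under the label original stays open, as does an original tentacle that changed fully. The comparisons keep the labels as given. Differences in the progress of the change between pools of animals are a further explanation that was not tested.

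Whole mock tentacles lay nearer to distal than to proximal mock parts. On 252 genes at least 4-fold higher in proximal parts they lay 16.6% of the way from distal to proximal (14.2% to 17.4% over 3 libraries). On 330 genes at least 4-fold higher in distal parts they lay at -10.1% (-22.8% to 2.24% over the same libraries). The low complexity of the mock proximal libraries could have raised this distance, and so could more RNA from the distal part. These cannot be told apart, since the whole tentacles were prepared in another set of libraries.

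The 5 genes whose symbols are nb001, nb012, nb035, nb039b and nb-042, singled out after their values were seen and narrowed from a longer list, were called higher in Sp5 RNAi ectopic tentacles against mock, with log2 fold changes from 2.86 to 6.92. In Zic4/Sp5 RNAi ectopic tentacles all 5 were higher and 3 were called. The most abundant of them, nb001, had 2990 ± 2370 CPM (SD, n = 3) and 2676 ± 2059 CPM (SD, n = 4) there, and 4 of the 5 had a mean of at least 1 CPM over the mock libraries of each set. Precursors of stinging cells collected with the ectopic tentacles are a candidate source. The list was chosen for the pattern, so the test cannot decide, and more such cells cannot be told apart from higher transcription in other cells.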
